A study of Mus musculus with 7 samples.

How the data were processed

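RNA sequencing was carried out on microglia from the dorsal hippocampus of C57BL/6 mice. Per the labels' protocols, each mouse received AAV-RAM-Cre in the dorsal dentate gyrus. The RAM promoter is a synthetic promoter that drives expression in neurons activated by an experience. A Cre-dependent virus carrying either Flag-tagged Atg7 or the fluorescent protein EYFP was injected with it. After perfusion with cold saline, hippocampal tissue was dissociated with enzymes, cleared of debris, and enriched for microglia with magnetic beads against CD11b, per the labels' protocols. RNA was extracted with Trizol and libraries were made with a VAHTS kit for mRNA, per the same labels. Tissue and RNA of other cells can pass through a bead enrichment of this kind, and the cell types present were therefore measured with marker lists.

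The authors deposited a table of raw counts per gene, with 55401 Ensembl gene identifiers and 7 columns of whole numbers. The aligner, the counting program, its handling of strand and shared reads, the genome build and the annotation release are not stated in the labels or per the file headers. From the values, the 37 genes of the mitochondrial chromosome were listed at 0 in every library, so the totals exclude mitochondrial reads. Each column was matched to a library by its name, which carries the group and the replicate number of that library's label. All columns were matched, and the number of unmatched columns was 0. Groups were taken from the sample titles: 4 libraries of mice given EYFP and 3 of mice given Atg7, called EYFP 1 to 4 and ATG7 1 to 3.

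Gene symbols and coordinates came from GENCODE M21 on the GRCm38 build, joined by stable identifier. It matched 55141 of the identifiers and left 260 without a symbol or position. Because the authors' annotation is not stated, coordinates describe the reference annotation and not the intervals over which reads were counted. The transgene and viral sequences were not analysed here.

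Total counts ranged from 35934210 in EYFP 1 to 55217119 in ATG7 2. A floor of 3 counts corresponded to between 0.0543 and 0.0835 CPM, the count scaled to the library total. The labels mention no molecular identifiers, so the floor covers counting error only. Pairs of libraries of the same group were compared with a chi-square statistic over genes, which lay between 21.0 and 45.4 per degree of freedom. No pair was within sampling noise, and each library was counted as a separate replicate.

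The comparison of ATG7 with EYFP was fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited, with all 7 libraries and no covariate. Factors were trimmed means of M values (TMM), genes were filtered with filterByExpr, and the quasi-likelihood dispersion was fitted robustly. The filter left 19199 genes, of which 25 had no symbol. A gene was taken to differ when its Benjamini-Hochberg adjusted p, two-sided, was under 0.05. Standard errors (SE) of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Values per library are CPM scaled by the TMM factors, and log2 CPM used a prior count of 2.

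Gene lists, 13 in number, were written from general knowledge of microglia and of other brain cells, and were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 13 lists. Beside camera, the mean log2 CPM of each list per library was compared by an exact permutation test, two-sided, over the 35 splits of the 7 libraries into 4 and 3. The smallest p that this test can give is 0.0286. The groups, the test, the lists, the alternatives other than those named as added, and the rule for naming genes were set before the data were examined. By that rule the text names Atg7, the 5 higher and the 5 lower genes with the largest absolute log2 fold change among those that passed, had a mean CPM of at least 1 and did not overlap between groups. It also names up to 3 passing members of each list with the smallest p, or the single member with the smallest p where none passed, and 5 sex-linked genes. One list member chosen by the rule is not reported here. Any other gene named was chosen after its values were seen.

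The fitting code was tested on simulated data, with counts drawn for the real genes at the real library sizes and a seeded set of genes changed by a known fold. At a change of 2-fold, 71.4% of the 199 changed genes among 18925 tested were called, and unchanged genes made up 9.20% of the calls. At a change of 1.5-fold the share called was 42.2%, with unchanged genes at 5.32% of the calls. At 3-fold it was 89.4% of 199 changed genes among 18915 tested, with 5.70% unchanged. In each case unchanged genes were above the nominal 5% of the calls, but a single draw per fold cannot tell a share near 5% from 5%. Genes were drawn independently, changed genes were chosen among those with more counts, and the interferon list was shifted as well. The rates therefore need not hold for the real data.

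The alternatives tried were other scalings (the size factors of DESeq2, library size alone, upper quartile), no filter or a mean CPM of at least 1, the DESeq2 1.42.0 Wald test, limma-voom with quality weights, and 1 surrogate variable from sva 3.50.0. A fold change of at least 1 on the log2 scale, an adjusted p under 0.1, each library left out in turn, camera with the correlation estimated for each list, and list members with a mean CPM of at least 5 were tried as well. A fit with the replicate number as a block was also made. The pairing comes from the replicate numbers in the labels, which do not say that same-numbered libraries were handled together. Alternatives added after seeing the data were a correction for GC content and length, that correction with the replicate block, a choroid plexus score as covariate, leaving out Ttr and Enpp2, and thinning of counts to the smallest library. The labels give no collection time, sequencing batch or date, so no comparison within batches could be made.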

Results

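Gene expression was measured in 7 libraries of CD11b-enriched microglia from the dorsal hippocampus of mice. The number of mice behind each library was not established here. For 4 libraries, neurons of the dentate gyrus that had been active during an experience (engram neurons) expressed EYFP. For 3 libraries these neurons expressed Atg7, a gene required for autophagy. The comparison asked how the microglial transcriptome differs when Atg7 is overexpressed in the engram neurons. Total counts were 35934210, 46260180, 45124299 and 40229582 in EYFP 1 to 4, and 39907266, 55217119 and 47655263 in ATG7 1 to 3. The group totals did not differ (exact permutation p = 0.286, two-sided), nor did the number of genes detected (26166 ± 281 (SD, n = 4) in EYFP and 26257 ± 649 (SD, n = 3) in ATG7, exact permutation p = 0.857).

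The most abundant transcript in every library was Ttr, a marker of the choroid plexus. It took 3.91% ± 0.435 (SD, n = 4) of the counts in EYFP and 3.45% ± 0.496 (SD, n = 3) in ATG7, a difference within the spread of the libraries (exact permutation p = 0.286, two-sided). Enpp2, also abundant in choroid plexus, took 2.00% ± 0.288 (SD, n = 4) and 1.63% ± 0.273 (SD, n = 3) of the counts (exact permutation p = 0.171). Both genes were picked out after their values were seen. In a principal component analysis the first component carried 25.3% of the variance. The ATG7 libraries scored 16.2, 31.0 and 19.9 on it and EYFP 2, 3 and 4 scored -28.7, -32.1 and -18.0. EYFP 1, at 11.7, lay nearer to the ATG7 libraries but below all 3, so the groups did not overlap on this component. The difference of the group means did not reach p under 0.05 (exact permutation p = 0.0571, two-sided), because another split of the libraries gave a larger one.

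Sex-linked genes were examined because the series describes the mice as male. In 6 libraries Xist, the X-linked transcript of the inactive X chromosome, lay between 0.151 and 0.574 CPM. EYFP 3 had 938.5 CPM of Xist. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were detected in EYFP 3 at a mean of 18.5% ± 2.08 (SD over the 4 genes) of their level in the other EYFP libraries. The library labelled EYFP 3 was kept in the comparison, and 164 genes differed when it was left out (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05).

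**Figure D1:**
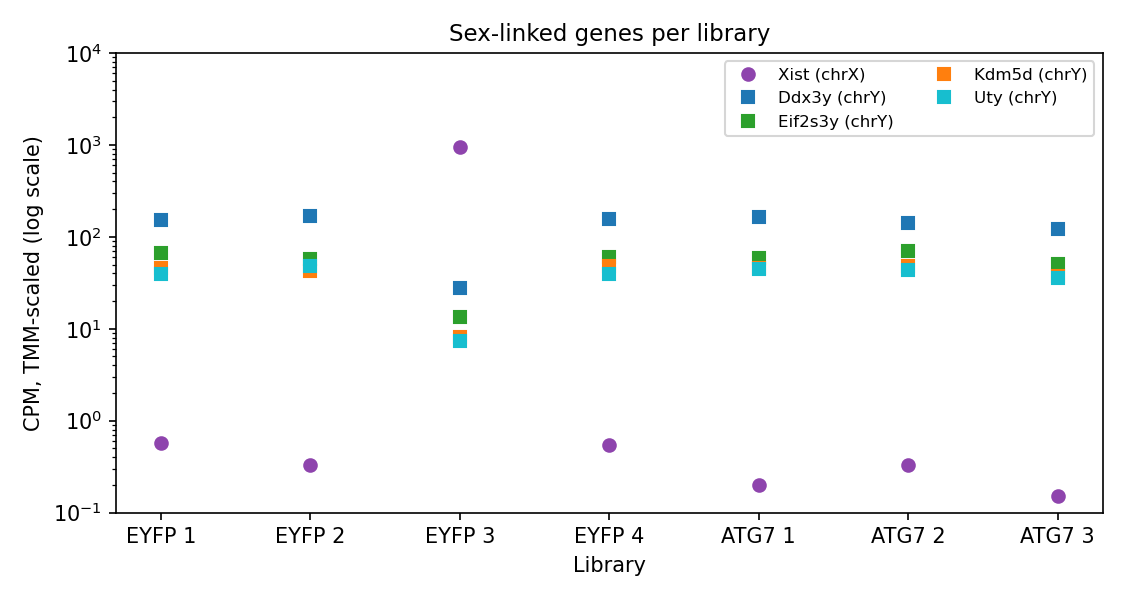
Expression of Xist and of 4 Y-linked genes in each of the 7 libraries, in TMM-scaled CPM on a log axis, with 1 point per gene and library. EYFP 3 has Xist at 938.5 CPM and Ddx3y at 27.6 CPM, while the other 6 libraries have Xist between 0.151 and 0.574 CPM.

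Atg7 itself did not differ between the groups. Its 7 libraries gave 35.6 ± 1.68 CPM (SD, n = 4) in EYFP and 34.9 ± 2.76 CPM (SD, n = 3) in ATG7. The log2 fold change was -0.03 with an SE of 0.0787 (adjusted p = 0.939, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The gene (ENSMUSG00000030314) lies on chromosome 6 from 114643097 to 114860614 in GRCm38. The overexpression was directed at neurons and the libraries were made from microglia, so the endogenous and transgenic transcripts could not be checked against the labels in the overexpressing cells.

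Of 19199 genes tested, 145 differed between ATG7 and EYFP at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided), and 2300 had an unadjusted p under 0.05. Of these 145 genes, 132 were higher and 13 lower in ATG7, so that 91.0% were higher. The median log2 fold change was 0.89 among the higher and -0.65 among the lower genes, and 60 genes changed by at least 1 on the log2 scale in either direction. In each of the 145 genes the groups did not overlap. Among all genes tested 2157, or 11.2%, did not overlap, where chance gives 5.71%. Protein-coding genes made up 138 of the 145, and 1 lay on a sex chromosome. The count depended on the model: DESeq2 gave 572 genes, of which 404 were higher and 168 lower, and the planned fit with the replicate number as a block gave 0. A fit with a choroid plexus score as covariate, chosen after seeing the data, gave 5. With each library left out in turn the count ranged from 28 to 277.

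**Figure D2:**
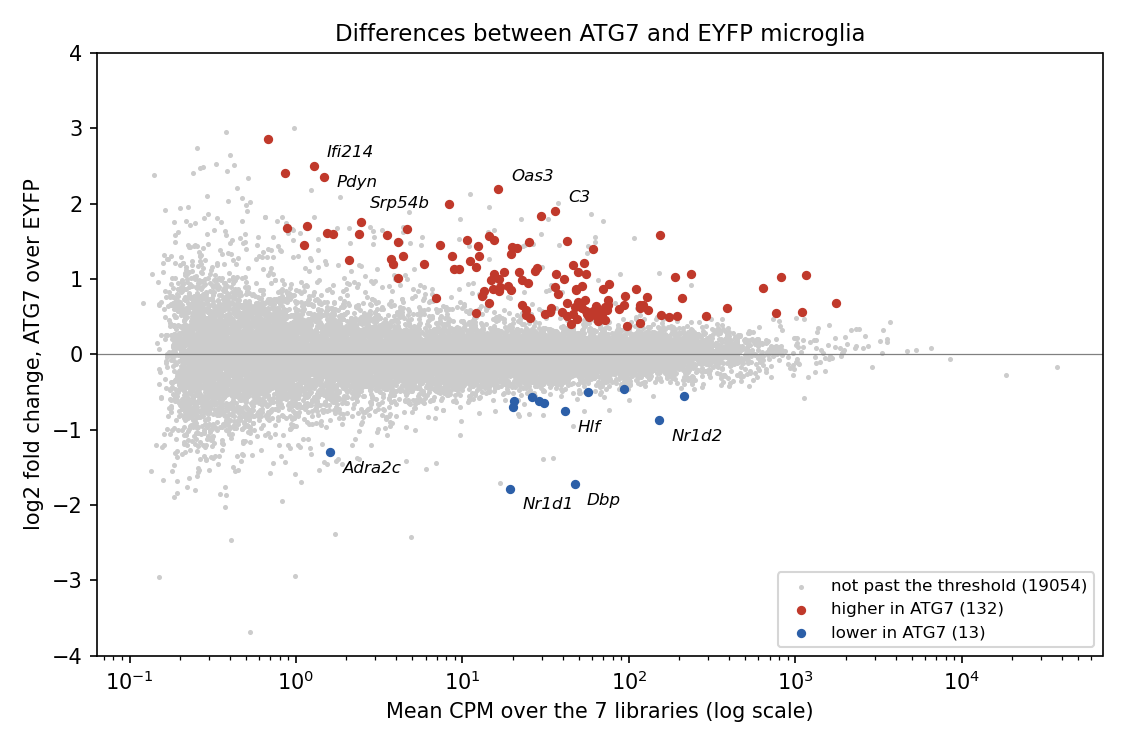
Log2 fold change of ATG7 over EYFP for each tested gene against its mean CPM over the 7 libraries (log axis), with 132 genes higher in ATG7 in red, 13 lower in blue and 19054 past no threshold in grey. The 10 genes with the largest changes by the naming rule are labelled, and 3 genes lie outside the plotted range of 4 on the log2 scale.

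C3, the central complement component (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136), rose from 16.6 ± 3.84 CPM (SD, n = 4) to 62.2 ± 7.01 CPM (SD, n = 3). Its log2 fold change was 1.91 with an SE of 0.168 (edgeR adjusted p = 0.00251). The interferon-inducible gene Ifi214 (ENSMUSG00000070501, chromosome 1, 173519717 to 173535957) rose from 0.428 ± 0.113 CPM (SD, n = 4) to 2.42 ± 0.846 CPM (SD, n = 3), by 2.51 on the log2 scale with an SE of 0.317 (edgeR adjusted p = 0.00714). Oas3 (ENSMUSG00000032661, chromosome 5, 120753098 to 120777661) rose from 6.52 ± 2.63 CPM (SD, n = 4) to 29.7 ± 7.66 CPM (SD, n = 3), by 2.20 with an SE of 0.341 (edgeR adjusted p = 0.0420). The neuropeptide precursor Pdyn (ENSMUSG00000027400, chromosome 2, 129686565 to 129699844) rose from 0.533 ± 0.286 CPM (SD, n = 4) to 2.75 ± 0.236 CPM (SD, n = 3), by 2.36 with an SE of 0.357 (edgeR adjusted p = 0.0156). These are low levels, and RNA of other cells can pass the bead enrichment, so the cells that expressed Pdyn were not determined.

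Srp54b (ENSMUSG00000112449, chromosome 12, 55155104 to 55189573) rose from 3.64 ± 1.66 CPM (SD, n = 4) to 14.5 ± 2.50 CPM (SD, n = 3), by 2.00 with an SE of 0.317 (edgeR adjusted p = 0.0272). This gene has near-identical copies, and its value is uncertain because the handling of shared reads is not stated. Its copy Srp54c fell from 20.2 ± 1.30 CPM (SD, n = 4) to 16.9 ± 0.0863 CPM (SD, n = 3), and the 3 copies summed to 32.4 ± 2.18 CPM (SD, n = 4) and 40.2 ± 2.66 CPM (SD, n = 3). Reads can also be shared within the families of Ifi214, Oas3 and H2-D1, where every relative that was examined was higher in ATG7 (exact permutation p = 0.0286 each). For C4b, the copy C4a was at 1.18 ± 0.303 CPM (SD, n = 4) and 1.13 ± 0.156 CPM (SD, n = 3), against the counts of C4b given with the complement genes.

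Among lower genes, Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) fell from 27.9 ± 7.58 CPM (SD, n = 4) to 8.13 ± 1.41 CPM (SD, n = 3). Its log2 fold change was -1.78 with an SE of 0.219 (edgeR adjusted p = 0.0105). Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) fell from 67.1 ± 15.8 CPM (SD, n = 4) to 20.4 ± 3.77 CPM (SD, n = 3), a log2 fold change of -1.72 with an SE of 0.205 (edgeR adjusted p = 0.0118). Nr1d2 (chromosome 14, 18204054 to 18239127) changed by -0.87 with an SE of 0.131 (edgeR adjusted p = 0.0160) and Hlf (chromosome 11, 90336536 to 90390895) by -0.76 with an SE of 0.0730 (edgeR adjusted p = 0.00251). These 4 genes encode transcription factors of the circadian clock or its output, and the labels give no time of collection. Adra2c (chromosome 5, 35278319 to 35281763), an adrenergic receptor gene, changed by -1.29 with an SE of 0.253 (edgeR adjusted p = 0.0465), the weakest of the named falls. Over the 21 alternatives its adjusted p ranged from 0.000529 to 0.327.

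**Figure D3:**
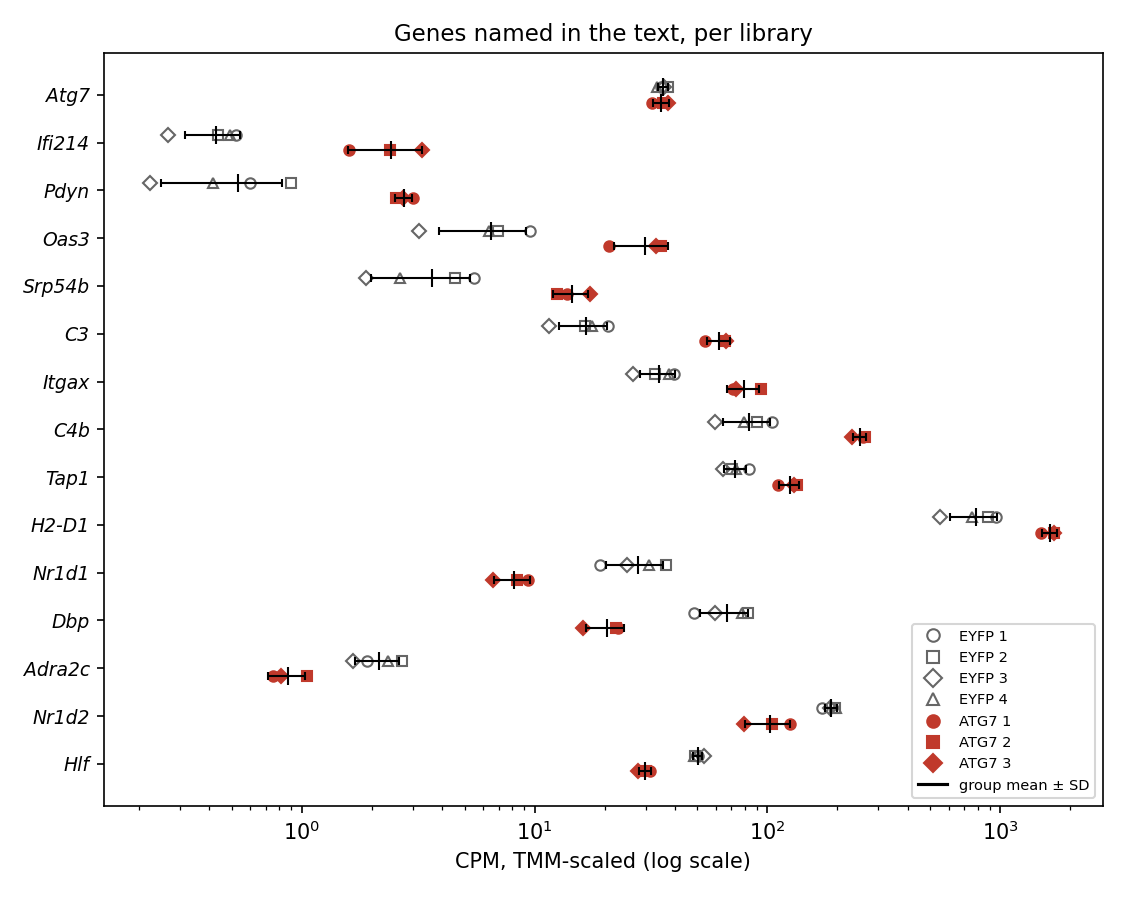
TMM-scaled CPM (log axis) of 15 genes named in the text in each library, with EYFP libraries as open grey and ATG7 libraries as filled red symbols, and the mean and SD of each group as black bars. Atg7 overlaps between the groups, while each of the other genes, from Ifi214 to Hlf, has every ATG7 library on one side of every EYFP library.

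Gene lists were used to ask which programmes the differences fall in. The interferon response list rose most, with a mean log2 fold change of 1.24 over its 24 members (camera adjusted p = 1.09e-27 at an inter-gene correlation of 0.01). All 24 members were higher in ATG7 and 11 passed singly. Its mean log2 CPM was 4.72 ± 0.455 (SD, n = 4) in EYFP and 6.00 ± 0.241 (SD, n = 3) in ATG7, with every ATG7 library above every EYFP library (exact permutation p = 0.0286, two-sided, the smallest the design allows, and 0.0743 after adjustment over the 13 lists). By mean log2 fold change, another split gave a value of the same size: -1.24 with EYFP 2, 3 and 4 as the group of 3. That split places EYFP 1 with the ATG7 libraries. The result at the camera threshold depended on the assumed correlation: estimated from the data for each list, the adjusted p was 0.149. Among the 8 splits that part the same-numbered libraries as the real one does, 5 gave at least as many passing lists, counting the real split itself. The number of lists passing camera at 0.01 therefore does not set the real grouping apart from these splits.

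Antigen presentation genes had a mean log2 fold change of 0.61 (camera adjusted p = 1.16e-15), with 20 of 20 members higher and 8 passing. Inflammatory cytokines and NF-kB targets rose by 0.52 (1.63e-11), with 26 of 28 members higher and 4 passing. Disease-associated microglia genes, a set that rises in microglia around amyloid and in injured brain, rose by 0.37 (2.70e-08), with 22 of 24 members higher and 5 passing. Members that did not pass included Trem2 (0.09), Apoe (0.17) and Lpl (0.15). Complement and phagocytosis genes rose by 0.26 (3.48e-05), with 22 of 27 members higher and 2 passing. In all 4 of these lists the library means did not overlap between the groups (exact permutation p = 0.0286 each, 0.0743 after adjustment). With the estimated correlation the camera adjusted p was 0.149 for the first 3 and 0.382 for complement and phagocytosis. The lists share members and are not independent. Disease-associated genes share B2m with antigen presentation and Axl with complement, and the inflammatory list shares Cxcl10 with the interferon list. Immediate-early and dissociation genes rose by 0.21 (camera adjusted p = 0.000173), but the library means overlapped (exact permutation p = 0.229).

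Homeostatic microglia genes did not differ, with a mean log2 fold change of 0.01 (camera adjusted p = 0.907). Autophagy and lysosome genes did not differ either, at 0.02 (camera adjusted p = 0.516). Markers of other cells showed no difference that passed: the mean log2 fold change was -0.41 for neurons, -0.14 for astrocytes, -0.23 for oligodendrocytes, 0.18 for endothelial cells and pericytes and 0.08 for blood and border myeloid cells. Their camera adjusted p ranged from 0.147 to 0.440 and their exact permutation p from 0.486 to 0.857. For blood and border myeloid cells the direction depended on the measure, and 12 of the 21 members were lower in ATG7. The mean log2 CPM of this list was 2.95 ± 0.292 (SD, n = 4) in EYFP and 2.86 ± 0.721 (SD, n = 3) in ATG7. Without EYFP 3 the neuron, astrocyte and oligodendrocyte lists passed as lower in ATG7 (camera adjusted p = 0.0248, 0.0470 and 0.00398). Without EYFP 1, which had the highest neuron score, the mean was 0.0787 for neurons and 0.0426 for astrocytes (camera adjusted p = 0.846 and 0.899), so the direction of these 2 lists depended on EYFP 1. The neuron list was spread widely within EYFP, at 1.12 ± 0.812 log2 CPM (SD, n = 4), against 1.00 ± 0.165 (SD, n = 3) in ATG7.

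**Figure D4:**
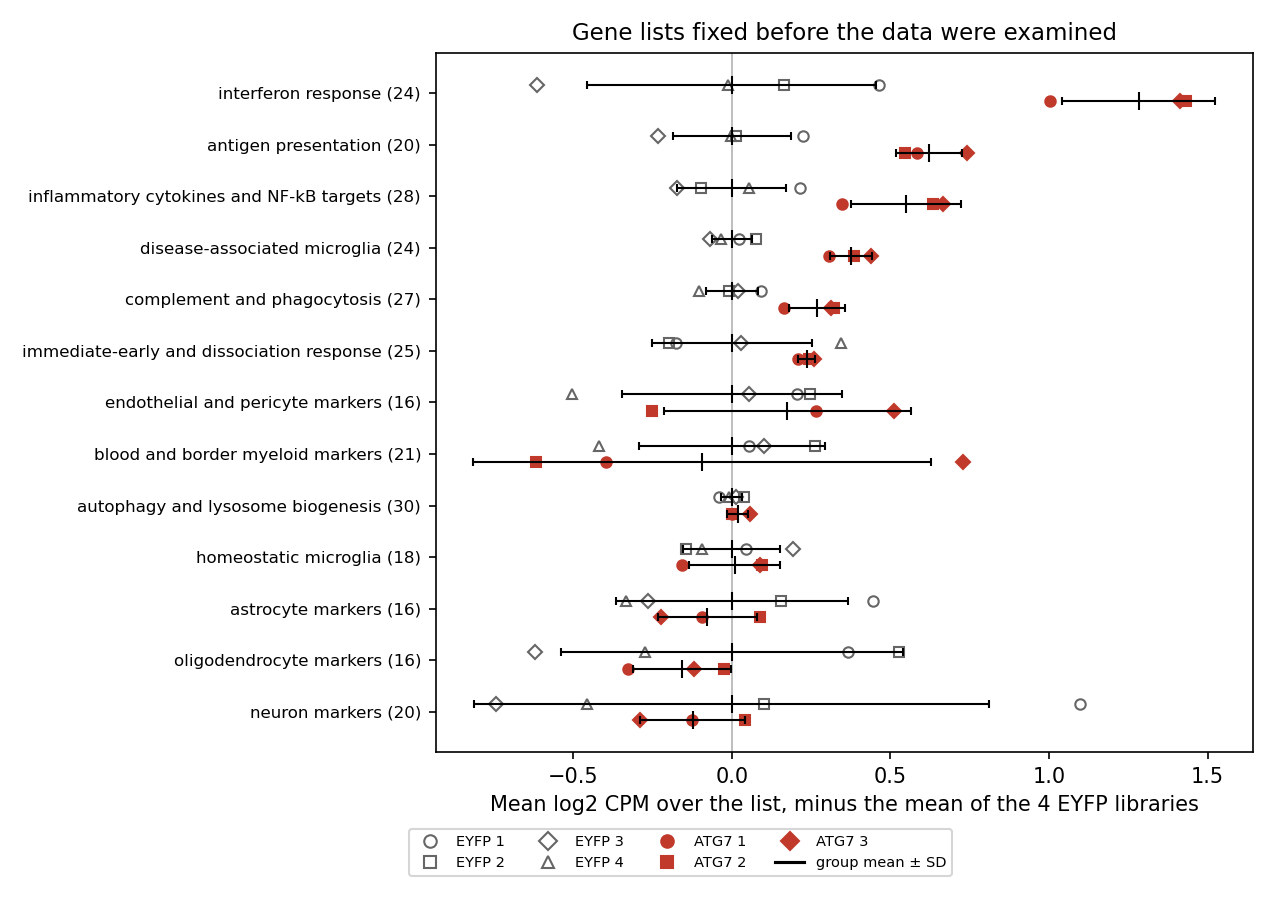
Mean log2 CPM of each of the 13 gene lists in each library, less the mean of the 4 EYFP libraries, with open grey symbols for EYFP, filled red symbols for ATG7 and black bars for the mean and SD of each group. In the 5 lists from interferon response to complement and phagocytosis every ATG7 library lies above every EYFP library, and the mean log2 fold change runs from 1.24 to 0.26.

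Across the 275 members of the lists, 29 passed when adjusted over all genes and 56 when adjusted over the members alone. In the interferon list Bst2 rose by 0.86 and Stat2 by 0.93 on the log2 scale. Among antigen presentation genes, Tap1 rose by 0.78, H2-T23 by 0.75 and H2-D1 by 1.05. H2-D1 went from 788.6 ± 179.6 CPM (SD, n = 4) to 1635 ± 122.3 CPM (SD, n = 3), with an SE of 0.162 (edgeR adjusted p = 0.0184). Among disease-associated microglia genes, Itgax rose from 34.2 ± 5.90 CPM (SD, n = 4) to 79.4 ± 12.2 CPM (SD, n = 3), by 1.22 with an SE of 0.140 (edgeR adjusted p = 0.00705). Csf1 rose by 0.61 and Clec7a by 0.85. In the inflammatory list Il12b rose by 1.70, Nfkb2 by 0.56 and Cxcl16 by 0.68. C4b rose from 83.3 ± 19.0 CPM (SD, n = 4) to 249.9 ± 16.01 CPM (SD, n = 3), by 1.59 with an SE of 0.157 (edgeR adjusted p = 0.00432), and with C3 it was the complement gene that passed.

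In lists with no passing member, the member with the smallest p was Olfml3 among homeostatic genes (log2 fold change 0.19, edgeR adjusted p = 0.633) and Ctsb among autophagy and lysosome genes (0.34, adjusted p = 0.128). The others were Hsp90aa1 (0.46, adjusted p = 0.266), Eno2 (-0.36, adjusted p = 0.362), Slc7a10 (-0.57, adjusted p = 0.217), Pdgfra (-0.43, adjusted p = 0.462), Kdr (0.45, adjusted p = 0.390) and Nkg7 (1.53, adjusted p = 0.200). Of the sex-linked genes, Ddx3y, Eif2s3y, Kdm5d, Uty and Xist, none differed between the groups (edgeR quasi-likelihood test), with an adjusted p of 0.950 for Ddx3y.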

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

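The tests here were chosen after the values of Xist were seen, and the test on the level of the Y-linked genes was chosen after its own result was seen. Within the 4 EYFP libraries, 51 values were compared with Dixon's critical value, and 4 had a library set apart from the others. Chance alone gives 2.55 among 51.

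In EYFP 3, Xist was at 938.5 CPM, Ddx3y at 27.6 CPM and Kdm5d at 8.09 CPM. The other 3 EYFP libraries had Ddx3y between 153.0 and 168.7 CPM and Kdm5d between 42.3 and 48.4 CPM. A candidate explanation is female material in a library labelled male. If so, X-linked genes that escape inactivation would be highest in EYFP 3, and 4 of 4 such genes were (Kdm6a, Eif2s3x, Kdm5c and Ddx3x). Kdm6a was at 72.8 CPM there and at 51.3 ± 4.47 CPM (SD, n = 6) in the other libraries. A wholly female library would have Y-linked genes near 0, but they were at 18.5% of the other EYFP libraries. The pattern may therefore reflect a mixture of female and male material, such as pooled mice, mixing during preparation, or reads assigned to the wrong library, and these were not told apart. No biological explanation was tested, because the design has no sex group.

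The bearing of EYFP 3 on the comparison was tested by leaving it out. The number of genes that differed was then 164 rather than 145, of which 117 were shared, and the mean log2 fold change of the interferon list was 1.07 rather than 1.24. The gene calls were therefore not made by EYFP 3 alone, although EYFP 3 had the lowest interferon score of the 7 libraries and contributed to the size of that difference. The neuron, astrocyte and oligodendrocyte lists passed as lower in ATG7 without EYFP 3 and did not pass with it, while without EYFP 1 the neuron and astrocyte lists changed sign (0.0787 and 0.0426).

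Csf1 in EYFP 1 was at 47.6 CPM, against 41.03, 40.6 and 41.5 CPM in EYFP 2, 3 and 4. It lay below the 62.7 CPM of the lowest ATG7 library. EYFP 1 was the EYFP library nearest to the ATG7 libraries, so leaving it out was bound to raise the log2 fold change of Csf1 (from 0.61 to 0.67). That fit is therefore no test of the difference. No explanation for the single value was tested, and a value of this kind is within the number that chance gives.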

How the results depend on the processing

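The correction for GC content and length, alone and with the replicate block, the choroid plexus covariate, leaving out Ttr and Enpp2, and thinning to the smallest library were chosen after seeing the data. Across named genes, 523 results were unchanged in direction and call, 124 were no longer called, 3 gained a call and 1 reversed. Across results that answer a comparison, 285 kept their direction and call or, for counts of genes, stayed within 1.5 times the reported count. A further 6 lost their call, 12 gained one, 21 reversed and 39 counts moved by more. The counts that stayed within 1.5 times still differed, up to 216 genes (197 higher, 19 lower) with limma-voom. The median log2 fold change of all genes ranged from -0.0243 to 0.00308 over the settings.

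The number of genes that differed was 297 with no filter (234 higher, 63 lower) and 572 with DESeq2 (404 higher, 168 lower), and all 145 were among the 572. With a surrogate variable it was 239 (200 higher, 39 lower), and with an adjusted p under 0.1 it was 275 (230 higher, 45 lower). Requiring a log2 fold change of at least 1 left 60 (57 higher, 3 lower). The share that was higher was 91.0% in the reported fit, 78.8% with no filter, 70.6% with DESeq2 and 83.7% with the surrogate variable. The choroid plexus covariate left 5 genes (3 higher, 2 lower), with 1620 at an unadjusted p under 0.05. The count ranged from 28 to 277 across the 7 fits that each left out one replicate, from 26 to 209 higher and from 2 to 68 lower. The lowest counts came without ATG7 2, and 26 of those 28 genes were among the 145. Counts were nearly as low without EYFP 4 (30 genes, 29 of them among the 145) and without ATG7 3 (30 genes, 28 of them among the 145). The other scalings, the mean CPM filter, limma-voom, the GC and length correction, thinning and leaving out Ttr and Enpp2 gave counts within 1.5 times the reported one. The cause of these shifts was not tested, apart from the choroid plexus covariate.

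With the replicate block, same-numbered libraries were treated as paired, although they are different mice and their deviations were not related (correlations of -0.0609, -0.182 and 0.0664 for numbers 1 to 3, mean -0.0590). The block left 0 genes (0 higher, 0 lower), with 1256 at an unadjusted p under 0.05, and with the GC and length correction 0 genes (0 higher, 0 lower), with 1289. Among the 24 possible ways of numbering the libraries, the median was 170 genes and the most 574, and only the labels' own numbering gave 0. None of the 23 genes chosen by the naming rule that differed passed in either fit, and each kept its direction. The interferon list kept its mean under the block, 1.27, and antigen presentation was at 0.62, inflammatory genes at 0.57, disease-associated genes at 0.37 and complement at 0.23, all still passing camera. Homeostatic genes went to -0.0225. Blood and border myeloid markers changed sign, to -0.194, and passed as lower (camera adjusted p = 0.0245, and 0.0224 with the correction). Neuron (-0.337), astrocyte (-0.189) and oligodendrocyte markers (-0.261) also passed as lower. With the correction as well the values were -0.0174, -0.205, -0.330, -0.190 and -0.257 in the same order. Without EYFP 4 and with no block, 30 genes differed, with homeostatic genes at -0.0257 and complement at 0.229. Neuron markers, at -0.548, moved the other way from the block fit. The loss of EYFP 4 may therefore account for some of these shifts, and the rest of the cause was not tested.

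The interferon list passed camera in 20 of its 21 alternatives, with a mean log2 fold change from 1.07 to 1.41, and the adjusted p ranged from 6.43e-32 to 0.149. One of the 20, the restriction to members of higher CPM, removed no member of this list. The exception was camera with the correlation estimated for each list, in which the fold change cannot move. With the estimated correlation the adjusted p was 0.149 for interferon (mean 1.24), antigen presentation (0.614), inflammatory (0.523) and disease-associated genes (0.371), 0.382 for complement (0.264) and 0.560 for immediate-early genes (0.212). Over the alternatives the adjusted p of the last 5 reached as low as 6.90e-17, 5.66e-13, 1.06e-09, 6.79e-07 and 3.04e-10.

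Lists near 0 changed sign. Homeostatic genes were at -0.0155 by library size alone, -0.00223 by upper quartile, -6.09e-05 after thinning and -0.173 with the choroid plexus covariate, where the adjusted p was 1.25e-05, the lowest of its 21 alternatives (the highest was 0.975). Autophagy genes were at -0.00183 by library size alone. Blood and border myeloid markers were at -0.0706 over members of higher CPM. Olfml3 was at -0.0299 with the choroid plexus covariate. The cause was not tested.

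Leaving out one replicate at a time moved the mean log2 fold change from -0.0455 to 0.0856 for homeostatic genes, from -0.00696 to 0.0291 for autophagy, from -0.612 to 0.0787 for neurons, from -0.236 to 0.0426 for astrocytes, from -0.392 to -0.0432 for oligodendrocytes, from -0.00794 to 0.366 for endothelial cells and from -0.498 to 0.281 for blood and border myeloid cells. Atg7 went from -0.0830 to 0.0351, at an adjusted p of at least 0.837. Without EYFP 1 the neuron and astrocyte lists changed sign, to 0.0787 and 0.0426 (camera adjusted p = 0.846 and 0.899). Calls were gained in some of these fits. Without EYFP 3 the neuron (camera adjusted p = 0.0248), astrocyte (0.0470) and oligodendrocyte markers (0.00398) passed as lower, and astrocyte markers also passed without EYFP 4 (0.0361). Endothelial markers passed as higher without EYFP 2 (0.0174) and without ATG7 2 (7.03e-05), and blood and border myeloid markers passed as lower without ATG7 3 (0.000141). Over all alternatives the adjusted p reached 0.899 for astrocytes, 0.846 for neurons, 0.862 for oligodendrocytes, 0.966 for endothelial cells and 0.884 for blood and border myeloid cells.

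Among named genes, C3 kept its call in each fit that left out one replicate, with a log2 fold change from 1.76 to 2.03. C4b, Csf1, H2-T23, Hlf, Ifi214, Itgax and Tap1 kept theirs as well. Nr1d1 (from -1.92 to -1.63) and Dbp (from -1.84 to -1.58) kept their direction but reached an adjusted p of 0.0714 and 0.0695 in the weakest of those fits. Bst2, Clec7a, Nr1d2, Stat2 and Pdyn reached between 0.0729 and 0.0929. Larger losses were seen for Adra2c and Cxcl16 (0.206 each), Nfkb2 (0.188), Oas3 (0.177), Il12b (0.143), Srp54b (0.123) and H2-D1 (0.113).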

Other observations

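All patterns in this part were noticed in the same data, so each is a hypothesis. The tests on neutrophil and red cell genes, on random covariates, on lists without the members that pass singly, and on the 6 clock genes against the interferon score were chosen only after the result was seen. The genes of the choroid plexus score had been looked at before it was made. The clock and ER chaperone lists hold 1 and 4 genes that are among the 145, so their tests are not independent of the calls. Each list test compared the groups by an exact permutation test, two-sided, whose smallest p is 0.0286. Over the 7 such tests the Benjamini-Hochberg adjusted p was 0.04 for 5, 0.0667 for the ER chaperones without the members that pass singly and 0.4 for neutrophil and red cell genes. Labels give no collection time, handling order or batch, so any such factor that followed the groups cannot be separated from the effect of Atg7.

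The split of the libraries bears on each count. Among the 8 splits that part all 3 same-numbered pairs, 1, the real one, gave as many as 145 genes, 1 gave as many higher genes and 1 as many lower genes. The other 7 gave 0 genes, with between 460 and 2166 at an unadjusted p under 0.05 against 2300 in the real split. With 8 splits the share cannot fall under 0.05. The other 27 splits part fewer pairs or place EYFP 4 in the group of 3, and gave at most 4 genes, although up to 2971 had an unadjusted p under 0.05. By contrast 5 of the 8 splits, the real one among them, gave at least as many lists passing camera at a correlation of 0.01, and 15 of the other 27. The count of passing lists therefore says little about the grouping, while the count of genes past the adjusted threshold was larger in the real split than in any other of the 35.

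Of the 13 lower genes, 5 belong to the circadian clock or its output: Nr1d1, Dbp, Nr1d2, Hlf and Tef. Arntl, which peaks opposite to Dbp, rose from 7.05 ± 0.644 CPM (SD, n = 4) to 16.6 ± 5.21 CPM (SD, n = 3). A difference in clock phase could account for this. It was tested on 6 genes in phase with Dbp, Tef among them, and 4 opposite to it. The difference between these means was 2.04 ± 0.0506 (SD, n = 4) in EYFP and 1.10 ± 0.431 (SD, n = 3) in ATG7 on the log2 scale, lower in all 3 ATG7 libraries (exact permutation p = 0.0286). Without Tef, which is among the calls, the other 9 genes gave 1.65 ± 0.0545 (SD, n = 4) and 0.70 ± 0.453 (SD, n = 3), again lower in all 3 ATG7 libraries (exact permutation p = 0.0286). Bhlhe41 went the other way, with a log2 fold change of 0.25. The alternative, that the clock changed through the interferon response, was examined within groups: in 8 of 9 pairs of libraries the higher interferon score went with the lower mean of the 6 genes, and in 6 of 9 when Dbp, Nr1d1, Nr1d2 and Hlf were included. A link with the interferon response thus remains open, since 4 and 3 libraries cannot decide it. A different time of collection may explain the clock genes as well as an effect of Atg7 would.

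T cell markers were higher in ATG7. Their mean log2 CPM over 14 genes was -0.74 ± 0.660 (SD, n = 4) in EYFP and 0.75 ± 0.684 (SD, n = 3) in ATG7, a difference of 1.49 with all 3 ATG7 libraries above all EYFP libraries (exact permutation p = 0.0286). These are low levels, with Cd3d at 0.189 ± 0.114 CPM (SD, n = 4) and 0.952 ± 0.647 CPM (SD, n = 3). Blood left in the vessels would raise neutrophil and red cell genes as well, and as a group these were not higher (exact permutation p = 0.4). ATG7 3, however, had the highest mean log2 CPM of all libraries for both the blood genes (2.78) and the T cell markers (1.53). Blood therefore stays possible as a source in ATG7 3. ATG7 1 and ATG7 2 had the lowest blood means (0.90 and 0.26), yet their T cell means (0.27 and 0.43) were above every EYFP library. T cells in the tissue, or carried through the bead enrichment, are a candidate explanation, and the data do not place them. EYFP 3 also had the lowest T cell score, as it had the lowest interferon score.

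ER chaperones rose by 0.31 on the log2 scale in ATG7 (exact permutation p = 0.0286), with all 3 ATG7 libraries above all EYFP libraries, but 4 of the 10 genes are among the calls. The other 6 rose by 0.16 and the libraries overlapped (exact permutation p = 0.0571). Leaving out genes by their own result lowers the rest by construction, so this does not decide how far the rise extends beyond them. Hspa5 rose from 912.1 ± 30.2 CPM (SD, n = 4) to 1348 ± 198.7 CPM (SD, n = 3), while Dnajb9 and Herpud1 did not differ. The mean of the heat-shock chaperones rose by 0.29, and Rbm3, which rises in the cold, fell from 108.8 ± 8.75 CPM (SD, n = 4) to 86.01 ± 4.22 CPM (SD, n = 3). None of these genes passed singly, with an adjusted p of 0.0842 for Hspa8 and 0.0958 for Rbm3 (edgeR quasi-likelihood test). The heat-shock mean less Rbm3 was 0.63 higher in ATG7 (exact permutation p = 0.0286). Temperature of the mice or of the samples, activity, or collection time could each give this, and no test here told them apart from an effect of Atg7.

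Technical explanations of the interferon difference were weighed against its mean log2 fold change of 1.24. It was 1.16 with the choroid plexus score as covariate, 1.23 with counts thinned to the smallest library, 1.23 after correction for GC content and length, and 1.24 without Ttr and Enpp2, and it passed camera in each. Thinning leaves ratios between libraries nearly as they were, and leaving out Ttr and Enpp2 rescales all genes almost alike, so neither bears on the cause it was chosen for. Both were set aside on this ground after their results were seen, although the predictions written before had counted them. The GC and length correction did act on other genes: 142 genes differed after it, of which 131 were among the 145. It left the interferon list at 1.23, which argues against a bias of the kind it removes as the source of this list's rise. The correction was not tried on data with a known bias, so how much bias it can remove is not known. The covariate covers only what the choroid plexus score captures. Reads shared within the Ifi, Oas and H2 families move counts between relatives, and the examined relatives of Ifi214, Oas3 and H2-D1 all rose. Handling, infection status of the mice and expression of Atg7 itself were not separated by the design. The groups also received different Cre-dependent viruses, so a reaction to the virus or its product was not separated either. The interferon rise may be an effect of Atg7 overexpression in engram neurons, which remains a hypothesis.

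The choroid plexus covariate lowered the number of genes from 145 to 5. Its correlation with the group was -0.621, and it was compared with 50 random covariates of the same correlation. Of these, 19 left as few genes, with a median of 7.5 and a range from 0 to 415. The loss of calls thus could follow from spending the comparison on any covariate of this kind, and it does not point to choroid plexus in particular. The choroid plexus score itself differed by -0.27 between the groups (exact permutation p = 0.171), lower in ATG7 and within the spread of the libraries.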
